A study of Mus musculus with 36 samples.

How the data were processed

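Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in bone marrow-derived dendritic cells of C57BL/6 mice. These are antigen-presenting cells grown from bone marrow in culture with GM-CSF. The cells were exposed for 6 h to ligands of pattern recognition receptors, per the labels. The 36 libraries form 18 groups of 2: an unstimulated control, 6 single ligands, 8 pairs and 3 triplets. Groups and replicate numbers were taken from the sample titles. The ligands are labelled PAM (P), LPS (L), HMW (H), SeV (S), 3',3'-cGAMP (cG) and depleted zymosan (Z), and a combination is named by its letters.

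The deposited table holds raw counts per peak and library, whole numbers without normalization, for 119751 peaks shared by all libraries. A second deposited list gives each peak's position. The aligner, the genome build, the peak caller, the counting tool, the handling of duplicate reads and the adjustment of read ends for transposase binding are not stated in the labels, and neither is whether peaks were called on pooled libraries. All 36 count columns were matched to samples by title, and 0 columns were left unused. Even counts from 2 to 20 were 1.00 to 1.18 times as frequent as the mean of their odd neighbours (median 1.05 over 36 libraries), a check made after the data were seen. Both mates of some read pairs may therefore have been counted, though the curvature of the count distribution was not modelled. Amplified reads carry no molecular identifiers here. Intervals and limits therefore cover counting error only.

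Total counts ranged from 19097027 to 39977088 per library. A single peak spanning the mitochondrial genome held 44.1% to 63.1% of them. It was left out of library sizes, of the filter and of all tests, a choice made after the counts were seen, and keeping it was tried as an alternative. The remaining counts ranged from 8181254 to 21985891 per library. Peaks with low counts were removed with filterByExpr by group (minimum count 10), which dropped 286 peaks and left 119464.

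Counts were scaled by TMM and fitted in edgeR 4.0.16 under R 4.3.3 with the quasi-likelihood method (glmQLFit, robust, and glmQLFTest), with 1 coefficient per group and all 36 libraries in one fit, so that every contrast shared 18 residual degrees of freedom. Dispersions followed an abundance trend without values for single peaks, a detail not fixed in advance. The common dispersion was 0.020. P-values were adjusted by the Benjamini-Hochberg method over peaks within each of 37 contrasts, and a peak with an adjusted p-value under 0.05 was counted as changed. The contrasts were each stimulation against control (17), the pair interaction AB - A - B + control (8), the triplet interaction ABC - AB - AC - BC + A + B + C - control (3) and each triplet against each of its pairs (9). An interaction is a departure from additivity on the log2 scale.

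Triplet fold changes were also predicted from the other groups by the sum of the 3 singles, by the pair formula AB + AC + BC - A - B - C, and by the mean of the 3 pairs, on log2 CPM with a prior count of 2. Only peaks changed in a single or pair contrast of that triplet entered, so the triplet did not select them. The error was the root mean square over peaks. The reproducible part of the squared change was taken as the mean product of the replicate 1 and replicate 2 values. The sum of the singles and the mean of the pairs share the control libraries with the triplet, whereas control cancels in the pair formula. The correlation that this sharing alone gives was simulated with groups equal to control (3 simulations). Reproducible variance is the covariance across peaks between a contrast computed from the replicate 1 libraries and the same contrast computed from the replicate 2 libraries.

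The build was inferred. Peak ends on chromosomes 1 and 2 and the scaffold names match GRCm38, and 14.3% of tested peaks lay within 1 kb of an end of a protein-coding gene in a GRCm38.p6 gene table, against 6.44% and 6.59% after shifting the gene ends by 100000 bp to either side. The table gives no strand, so both gene ends replaced the start site that had been planned for the position test, the gene lists and the peaks named at genes. Positions are those of the deposited peaks, counted from 1. Position was tested with Fisher's exact test, two-sided, adjusted over 6 tests. Gene lists were tested with camera in limma 3.58.1 with its preset correlation, over 34 tests, and with fry. All 14 inflammatory and all 14 interferon genes, fixed before the data were examined, had a tested peak, 35 and 31 peaks in all.

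The peaks named in the text followed a rule set before the data were examined. For each triplet against control these are the 2 peaks with the highest and the 2 with the lowest fitted log2 fold change among changed peaks with a mean CPM of at least 1 and both triplet libraries beyond both control libraries. For each family of interactions it is the peak with the lowest p-value. The peak with the highest mean CPM within 1 kb of an end of Il12b, Il6, Ifnb1 and Cxcl10 completed the set. A peak with 3 counts or fewer in both libraries of a group is given as a bound computed against 3 counts. Standard errors of log2 fold changes were computed from log2 CPM with the spread pooled over all groups. Fold changes of named peaks with a replicate left out were computed from log2 CPM with a prior count of 2, not from the fit.

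The alternatives planned before the data were examined were DESeq2 size factors, total counts, offsets that depend on abundance, no filter, the DESeq2 1.42.0 Wald test, fits on the groups of the contrast alone, the replicate number as a block, and leaving out each replicate. Other prior counts, all tested peaks and a product form on linear folds were planned for the predictions, and 5 kb and backgrounds matched on CPM for positions. Keeping the mitochondrial peak, restricting to chromosomes 1 to 19 and X without peaks that each hold over 0.1% of counts, and thinning all libraries to the smallest effective size were added after the data were seen. The fitting steps were tested on simulated counts for 119464 peaks, of which 200 had a log2 change of 1.5. The test of L against control recovered 79.5% of them with 5 false calls. The S and cG interaction recovered 54.0% with 6 false calls, and ZScG against ZS recovered 65.0% with 6. The 4 contrasts without simulated changes gave 0 calls. The 200 changed peaks were drawn only from peaks with higher mean counts, and the counts followed the fitted dispersion trend exactly. Recovery at peaks with low counts, and spread of single peaks around the trend, were therefore not tested. Far fewer peaks changed than in the data, so scaling under wide change was not tested either. Sets of groups were also formed by the mitochondrial share, at the widest gap between group means, to look for a technical batch.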

Results

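Accessibility was profiled in mouse bone marrow-derived dendritic cells after 6 h with 3 triplets of ligands, the pairs and single ligands they are made of, and no ligand. Each of the 18 groups had 2 libraries. The libraries held 19097027 to 39977088 counts, of which 8181254 to 21985891 fell outside the mitochondrial genome. Across the 119464 tested peaks, the Pearson correlation of log2 CPM between the 2 libraries of a group was 0.901 to 0.958, against 0.771 to 0.954 (median 0.892) between libraries of different groups. No pair of replicates was so close as to be one library counted again, since their chi-square per degree of freedom was 2.08 to 3.31. The first principal component carried 20.6% of the variance and the second 14.6%.

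The mitochondrial share of counts separated the groups in a way that the ligands do not. It was 61.0% ± 1.23 (SD, n = 2) in control, 61.7% ± 1.06 in Z, 63.0% ± 0.157 in ZcG, 59.4% ± 2.97 in ScG and 58.3% ± 0.555 in ZScG. These 5 groups (10 libraries) lay across the widest gap between group means from the other 13 groups (26 libraries), whose means ran from 44.4% in L to 54.6% in ZS. One ZS library, at 58.115% (95% Wilson interval 58.095% to 58.134%), lay within the range of the high set, and the other, at 51.0%, did not. The labels give no batch. The control is in the high set, so for the 13 stimulations in the low set, the part of a difference from control that belongs to the set cannot be told apart from the part that belongs to the stimulation. Within the low set, adding S to P changed 21663 peaks and adding cG to P changed 17602 by edgeR, so the set does not account for these changes. Comparisons of Z, ZcG, ScG and ZScG with control stay within the high set.

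**Figure D1:**
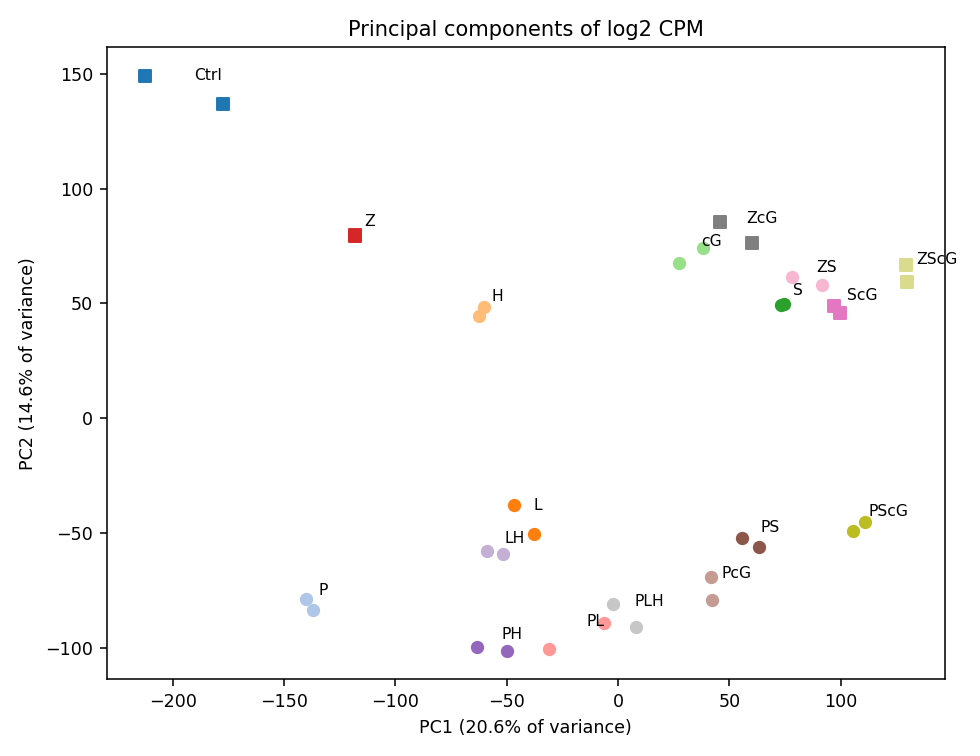
Principal components of log2 CPM for the 36 libraries, 1 point per library, with 20.6% of the variance on the horizontal axis and 14.6% on the vertical axis. Squares are the 10 libraries of the 5 groups with a high mitochondrial share, circles the other 26, and the replicates of a group lie close together.

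Each stimulation was compared with control to ask which peaks it changed. Among single ligands, edgeR's quasi-likelihood test called 33341 peaks for S, 27801 for cG, 26675 for L, 24529 for P, 12743 for H and 7062 for Z, with an adjusted p-value under 0.05. Among pairs, it called 39954 peaks for PS, 39360 for PcG, 33850 for ZS, 33059 for ScG, 32618 for PL, 31477 for PH, 26027 for LH and 25810 for ZcG. The triplets changed 44306 peaks (PScG), 38612 peaks (ZScG) and 35423 peaks (PLH). Within the high set alone, the counts were 7062 for Z, 25810 for ZcG, 33059 for ScG and 38612 for ZScG. The alternative that moved these counts most was thinning all libraries to one depth, which left 0.691 to 0.922 times each count. Higher and lower peaks were near balance in most stimulations, from 48.8% higher in H to 54.0% in P, while 70.3% of the peaks changed by Z were higher. Scaling by total counts gave other balances, with 87.1% higher in P and 91.7% in H.

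**Figure D2:**
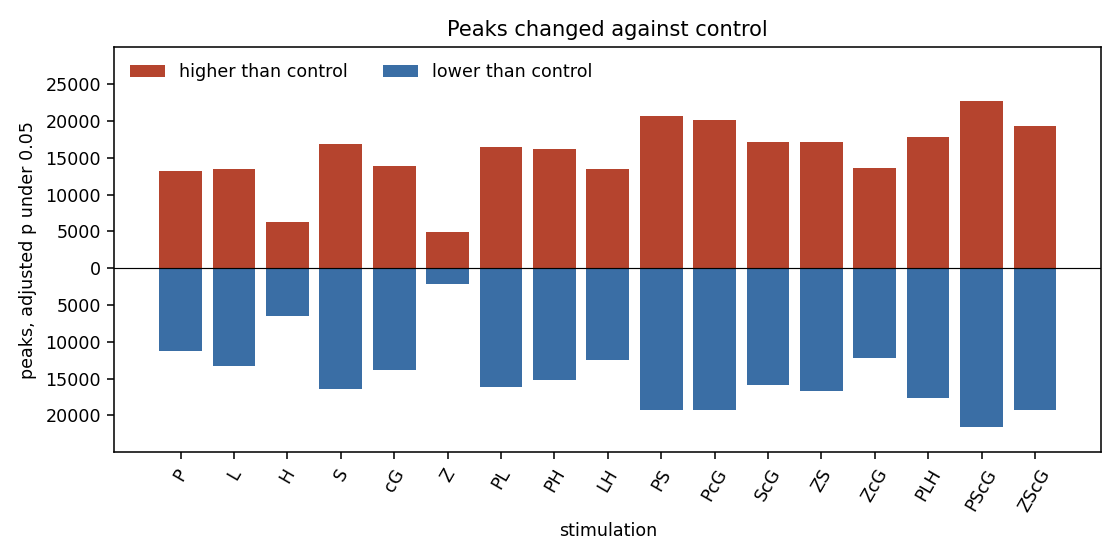
Number of peaks higher (above 0) and lower (below 0) than control at an adjusted p-value under 0.05, for the 17 stimulations on the horizontal axis. PScG has the most changed peaks (44306) and Z the fewest (7062).

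At the 6 named peaks that rose most, accessibility was at the detection limit in control. For PLH, the peak at chromosome 15, 53030910 to 53031491, outside protein-coding genes and nearest to Ext1, had 0 counts in both control libraries and 92 and 83 counts in the PLH libraries, a log2 fold change of at least 4.30 (adjusted p-value from edgeR 1.5e-16). The peak at chromosome 13, 110535806 to 110536159, nearest to Plk2, rose by at least 3.46 on the log2 scale. For PScG, the peak at chromosome 3, 14670499 to 14671048, nearest to Car13, rose by at least 4.02, and the peak at chromosome 14, 122818757 to 122819154, inside Pcca, rose by at least 3.85. For ZScG, the peak at chromosome 16, 34198492 to 34199079, inside Kalrn, rose by at least 3.90, and the peak at chromosome 6, 35144181 to 35144714, nearest to Cnot4, by at least 3.61. All 6 had 0 counts in both control libraries. Their adjusted p-values from edgeR were 5.7e-10 or lower. Ranking by fold change favours peaks with 0 counts in control. At some of them a single ligand had a higher mean than the triplet. The Ext1 peak had 7.96 ± 1.15 CPM in P and 6.06 ± 0.0869 in PLH (SD, n = 2). The Kalrn peak had 8.13 ± 0.465 in cG and 4.59 ± 1.12 in ZScG. At the other peaks of this set, the triplet mean was above that of each of its single ligands.

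Among lower peaks, the one at chromosome 13, 32495169 to 32495498, nearest to Gmds, had 4.67 ± 0.193 CPM (SD, n = 2) in control, and its log2 fold change in PLH was -3.86 ± 0.428 (SE; adjusted p-value from edgeR 3.04e-09). The peak at chromosome 7, 53495904 to 53496219, nearest to Luzp2, also had a log2 fold change of -3.86 ± 0.502 (SE) in PLH. Its control libraries differed, at 2.08 and 4.15 CPM. From log2 CPM with a prior count of 2, which shrinks low counts, its log2 fold change was -2.43 without replicate 2 and -3.84 without replicate 1. These values are not on the scale of the fitted -3.86. In PScG, the peak at chromosome 4, 65545485 to 65545960, inside Astn2, had a log2 fold change of -4.83 ± 0.659 (SE; adjusted p-value from edgeR 9.36e-11). The peak at chromosome 13, 29006382 to 29006739, nearest to Sox4, changed by a log2 bound of -4.04 in PScG. Its size depended on the replicate, with 5.24 and 2.6 CPM in the control libraries. From log2 CPM with the same prior count, the log2 fold change was -5.14 without replicate 2 and -2.91 without replicate 1. In ZScG, the bounds were -3.11 for the peak at chromosome 13, 81163086 to 81163440, inside Adgrv1, and -2.97 for the peak at chromosome X, 9619491 to 9619802, nearest to Dynlt3.

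Pair interactions asked whether a pair departs from the sum of its single ligands. The test called 17259 peaks for ScG, 8065 for PL, 5833 for LH, 5478 for PS, 4098 for ZS, 3902 for PcG, 2980 for ZcG and 1856 for PH. Scaling by total counts moved these most, to 32623 peaks for ScG. Except for LH and ScG, at most 38.1% of the called peaks of a pair had a positive interaction. ScG and control lie in the high set and S and cG in the low set, so this contrast is exposed to the set more than the other pair interactions. Interactions formed within one set, on another ligand instead of no ligand, had 4822 called peaks for S and cG on P, 3078 for P and L on H, 631 for L and H on P and 52 for P and H on L. Across peaks, which are not independent replicates, the interaction of S and cG on P correlated with that on control (r 0.377), with no library in common. The corresponding r was 0.232 for P and L, 0.115 for L and H and -0.0711 for P and H.

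**Figure D3:**
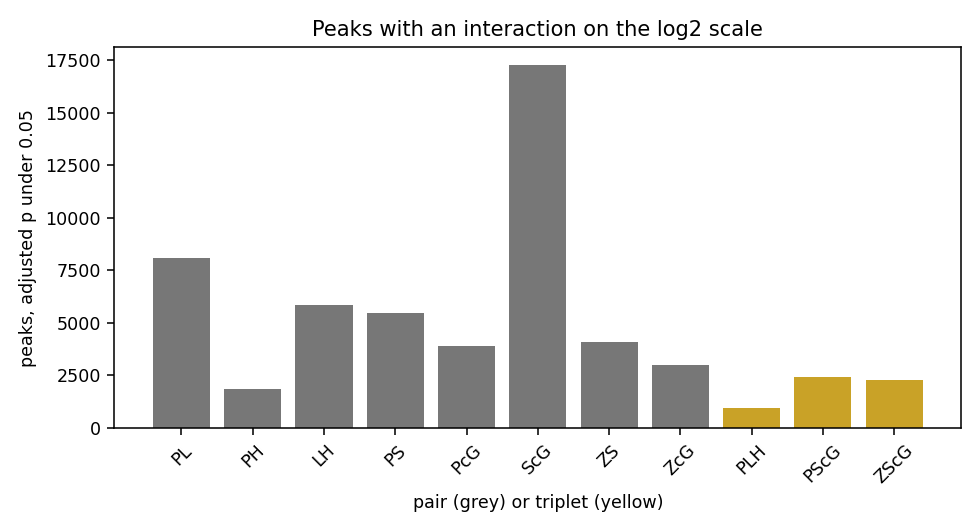
Number of peaks with an interaction at an adjusted p-value under 0.05, for 8 pairs (grey) and 3 triplets (yellow) on the horizontal axis. ScG has 17259 peaks and the next pair, PL, has 8065.

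Triplet interactions asked for departures that single ligands and pairs do not give. They were called at 2394 peaks for PScG, 2259 for ZScG and 936 for PLH. The peak with the lowest p-value in both families was the one at chromosome 12, 26438731 to 26453446, which overlaps Rsad2. It had 26.8 ± 1.71 CPM in control, 181 ± 3.00 in S, 163 ± 24.4 in cG and 127 ± 1.35 in ScG (SD, n = 2 each). Its S and cG interaction was -3.11 ± 0.153 on the log2 scale (SE; adjusted p-value from edgeR 1.0e-54), and its ZScG interaction was 2.27 ± 0.217 (adjusted p-value from edgeR 4.92e-21).

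Each triplet was compared with its pairs to ask what the third ligand changed. PLH differed from PL at 1 peak, from PH at 296 and from LH at 652. PScG differed from PS at 719 peaks, from PcG at 492 and from ScG at 5417. ZScG differed from ZS at 70 peaks, from ScG at 922 and from ZcG at 3333. The comparison of PScG with ScG crosses the 2 sets, as does that of ZScG with ZS, and the other 7 stay within a set. Fitting only the groups compared moved the count for PLH against PL most, to 23 peaks.

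The 1 peak that differed between PLH and PL, named here after its values were seen, lies at chromosome 16, 11143787 to 11144432, and overlaps Zc3h7a. It had 56.2 ± 2.40 CPM in PLH and 32.4 ± 7.05 in PL (SD, n = 2), a log2 fold change of 0.81 (adjusted p-value from edgeR 0.049). With offsets that depend on abundance, with the DESeq2 Wald test or with the replicate number as a block, 0 peaks differed. By edgeR, 6075 of the 119464 tested peaks had an unadjusted p under 0.05, close to the number that no change would give.

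The error of predicted triplet profiles was lowest for the mean of the pairs. Its root mean square error on the log2 scale was 0.325 for PLH, 0.380 for PScG and 0.445 for ZScG. Control cancels in the error of the mean of the pairs, and for PLH all 4 groups in it are in the low set, so an offset between the sets cannot enter that error. For PScG and ZScG the groups in it span both sets. The pair formula had errors of 1.01, 1.05 and 1.14, and the sum of the singles 1.71, 1.72 and 1.76. Control does enter the errors of these 2 predictors, and so would an offset between the sets. Of the alternatives, the product form on linear folds moved an error most, to 3.11 for the pair formula in PScG. That form set predictions below the lowest observed triplet fold to that fold. In every triplet and in each replicate alone, the 3 predictors kept this order. Of the reproducible squared change, the mean of the pairs accounted for 98.0%, 97.0% and 96.8%, and the pair formula for 66.8%, 70.7% and 68.7%. The sum of the singles gave -51.6%, -29.5% and -40.3%, an error larger than the change itself. With all tested peaks entered, the sum of the singles gave -26.5%, -15.8% and -24.3%, of smaller size and the same sign. The squared change itself holds control, and in PLH and PScG an offset between the sets would enter it. These shares are therefore not free of either, even where the error is. Peaks changed in single or pair contrasts were also chosen against the same control libraries. Over all tested peaks, the correlation between predicted and observed changes was 0.922 for the mean of the pairs in PLH, where sharing control libraries alone gave 0.666. It was 0.887 for the sum of the singles, where sharing gave 0.669, and 0.498 for the pair formula, where sharing gave -0.00306. With prediction and observation taken from different replicates, so that no library was shared, r in PLH was 0.606 and 0.630 for the mean of the pairs, 0.520 and 0.549 for the sum of the singles and 0.362 and 0.377 for the pair formula. By correlation, the sum of the singles thus ranked above the pair formula, the reverse of their order by error. The same order held across replicates in PScG and ZScG.

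**Figure D4:**
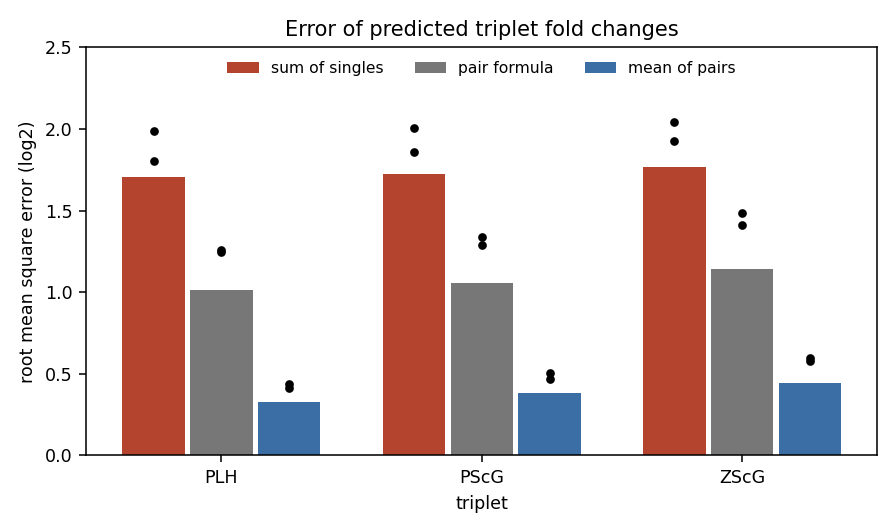
Root mean square error (log2) of the predicted fold changes of the 3 triplets, by predictor, with bars for profiles averaged over both replicates and points for each replicate alone. The mean of the pairs has the lowest error in each triplet, 0.325 to 0.445.

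Reproducible variance was 0.424 on average over the 6 single ligands, 0.664 over the 8 pairs and 0.837 over the 3 triplets, in squared log2 units. It was 0.274 over the pair interactions and 0.258 over the triplet interactions. A prior count of 5 lowered all of these, to 0.622 for the triplets. The correlation of the 2 replicates across peaks was 0.606 to 0.684 for the triplets and 0.108 to 0.157 for the triplet interactions.

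The position of changed peaks was compared with that of other tested peaks, of which 14.3% in all lay within 1 kb of a gene end. Of the peaks lower in PLH, 24.3% did (95% exact binomial interval 23.7% to 24.9%), and of those higher 8.45% did (8.05% to 8.87%). The odds ratios by Fisher's exact test were 2.24 and 0.512. For PScG, 19.6% of lower and 10.9% of higher peaks lay near a gene end (odds ratios 1.61 and 0.693). For ZScG, the shares were 14.5% and 14.1%, and neither differed from the other peaks (adjusted p-value by Fisher's exact test 0.357 for both). Against peaks of matched mean CPM, the odds ratio for lower peaks fell to 1.10 in PLH and to 0.929 in PScG, the latter a change of direction, and to 0.594 in ZScG. Peaks are not independent replicates, so these tests describe the peaks of these libraries.

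The inflammatory list was higher than control in all 17 stimulations by camera, with adjusted p-values of 3.08e-05 or lower. The interferon list was higher in 16 of 17. In P it was not called by camera (adjusted p-value 0.158, with 11 of 31 peaks above 0), whereas fry called it lower (adjusted p-value 0.0129). Every other call held under fry. In P, 22 inflammatory peaks were higher and 2 lower over all tested peaks, and 26 were called when adjusted over the list alone. In cG, 24 interferon peaks were higher and 0 lower over all tested peaks, with 24 called when adjusted over the list alone.

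At the peak inside Il6 (chromosome 5, 30012594 to 30013781), CPM was 7.88 ± 1.41 in control and 24.5 ± 0.506 in L (SD, n = 2), a log2 fold change of 1.63 ± 0.148 (SE; adjusted p-value from edgeR 2.69e-17). Its log2 fold change was 1.62 in PLH, 1.77 in PScG and 1.18 in ZScG, and in Z it was 0.37 and not called (adjusted p-value from edgeR 0.271). The peak near Ifnb1 (chromosome 4, 88519372 to 88521906) had 2.56 ± 1.02 CPM in control and 21.6 ± 1.84 in S, a log2 fold change of 3.10 ± 0.327 (SE; adjusted p-value from edgeR 1.3e-22). It was 1.71 in cG, 2.08 in PScG and 2.73 in ZScG, and was not called in PLH (0.19). In P its log2 fold change was -0.99 (adjusted p-value from edgeR 0.0406), a call lost under 4 alternatives. The peak at Cxcl10, which also overlaps Art3 (chromosome 5, 92344162 to 92349984), had 18.8 ± 0.305 CPM in control and log2 fold changes of 2.06 in cG, 1.85 in S, 1.65 in L, 1.42 in H and 0.63 in Z. In P it was 0.29 and not called (adjusted p-value from edgeR 0.0812), though 3 alternative scalings called it. The peak near Il12b (chromosome 11, 44398465 to 44399386) was not called in any of the 17 stimulations. Its largest log2 fold change was -0.61 in ZcG (adjusted p-value from edgeR 0.0847).

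**Figure D5:**
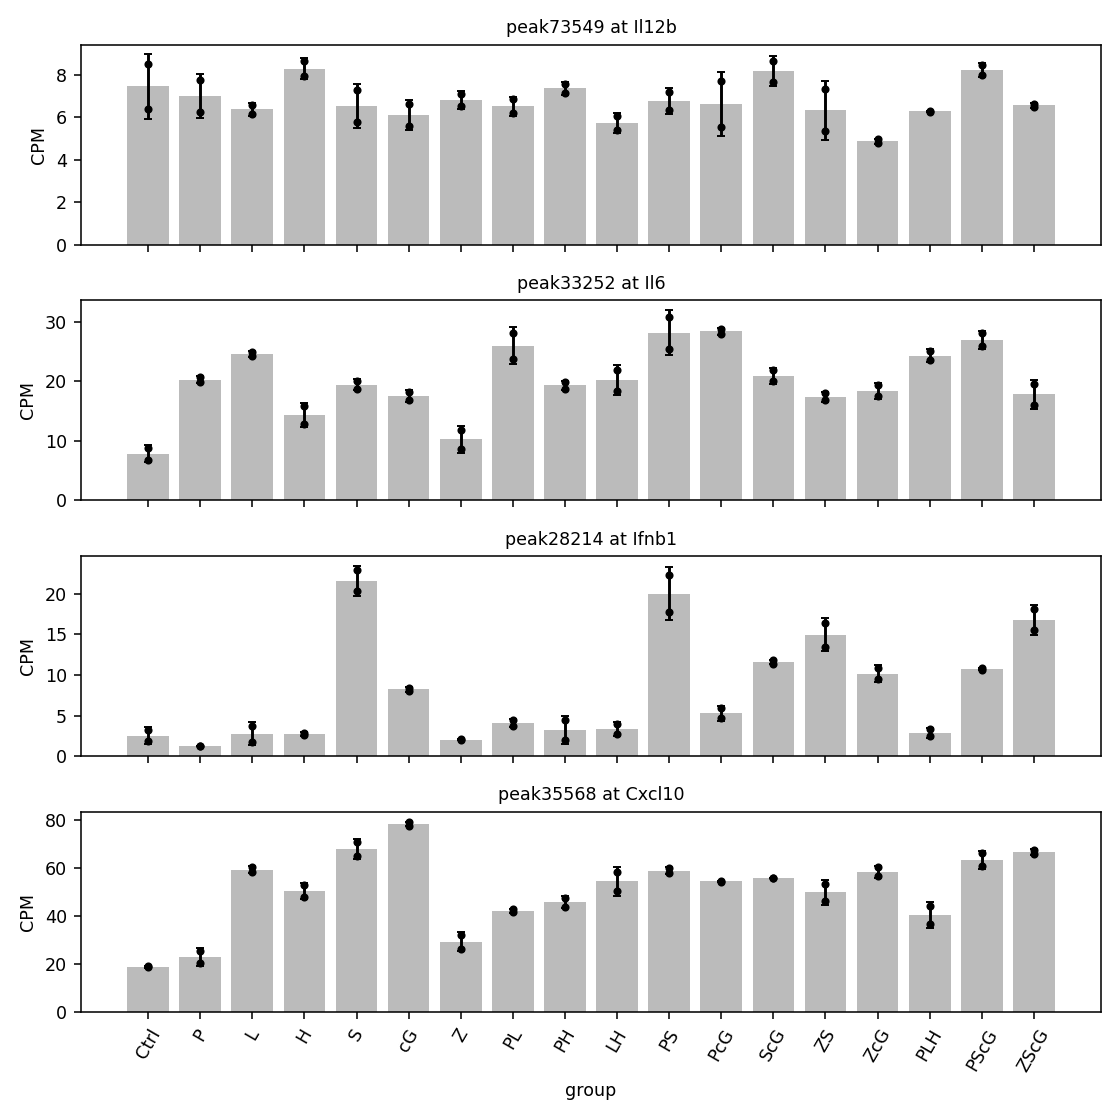
CPM at the peaks of Il12b, Il6, Ifnb1 and Cxcl10 (vertical axes) in the 18 groups, with bars for the mean, error bars for the SD and points for each of the 2 libraries. The Ifnb1 peak is at 2.56 in control and 21.6 in S.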

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

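All tests in this part were chosen after the results they bear on were seen, except the correlation that tests an offset between the sets, whose outcome was written down before it was computed.

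The effect of one ligand differed by the presence of another, by a test of the difference itself, in all 8 pairs: at 8065 peaks for PL, 1856 for PH, 5833 for LH, 5478 for PS, 3902 for PcG, 17259 for ScG, 4098 for ZS and 2980 for ZcG. The triplet interactions were called at 936 peaks for PLH, 2394 for PScG and 2259 for ZScG. All of these contrasts hold the same 2 control libraries. If deviating control libraries were the whole cause for S and cG, the interaction measured on P in place of control would be unrelated to it. The 2 correlated across peaks (r 0.377), with no library in common, and 79.9% of the peaks called on control had the same sign on P. This argues against control libraries as the whole cause for this pair. The interaction of P and L on H, with no library in common, also correlated with that on control (r 0.232). Of the peaks called on control, 76.5% had the same sign on H, which argues against this cause for P and L too. For L and H, the interaction on P gave a lower r of 0.115 (62.9% with the same sign), which leaves this pair open. For P and H, the interaction on L did not correlate with that on control (r -0.0711), so a deviation of control and an interaction that exists only without L cannot be told apart. For PcG and ZcG, the interactions on S gave r of -0.0334 and -0.0518. In that of PcG, an offset between the groups with a high mitochondrial share and the others would enter with the opposite sign to the interaction on control. In that of ZcG such an offset cancels, since ZScG and ScG both have a high share. An interaction that exists only without S would also leave r near 0 or below, so both pairs stay open. The interactions on cG gave r of 0.0836 for PS (751 peaks called, 57.8% of the peaks called on control with the same sign) and 0.0709 for ZS (1427 peaks, 61.2%). These values are close to 0 and in size near that of P and H, so they do not decide for these 2 pairs either. For PS, such an offset would also enter the interaction on cG with the opposite sign to that on control. For ZS, it would enter the interaction on cG but cancels in that on control.

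Unequal depth could favour some contrasts. With every library thinned to one effective size, S and cG still had the most interaction calls of the 8 pairs (13002), which argues against depth as the cause of that rank.

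Control, Z, ZcG, ScG and ZScG share a high mitochondrial share, and an offset between them and the other libraries could enter every interaction on control except that of ZS, and would enter that of S and cG 2 times. The contrast of adding S to cG with adding it to ZcG or PcG holds such an offset and no control library. Its correlation with the P and H interaction across peaks was 0.0262, which gives no sign of an offset. The 3 interactions of P, L and H on control gave 0.0036 to 0.0828 in this test, and the 3 that hold no control gave -0.131 to -0.0495, so a small offset may be masked by a response of opposite sign, and it cannot be told apart from none. A batch in the laboratory is not recorded in the labels. As the whole cause such an offset is excluded for S and cG: on P, where all 4 groups are in the low set, their interaction was called at 4822 peaks. How much of the count of 17259 it adds stays open.

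The mitochondrial peak, outside the tested peaks, held a share of 62.95% in ZcG, with both libraries above both control libraries. The difference from control was 1.97 percentage points. An exact permutation test of 2 libraries against 2 cannot decide here. Its two-sided p of 0.333 follows from that order of the libraries and is the smallest this design allows. The spread between libraries and an effect of the ligands both stay open.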

How the results depend on the processing

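All 17 counts against control stayed within 1.5 times under each of the 10 alternatives, from 0.691 times the count (a single ligand, after thinning) to 1.31 times (a single ligand, with total counts). The counts of interactions and of triplets against pairs moved more. DESeq2 size factors, no filter, the mitochondrial peak kept, and chromosomes 1 to 19 and X without the most counted peaks left all 37 counts within 1.5 times. Thinning, keeping the mitochondrial peak and the restriction to chromosomes were chosen after seeing the data. For the shifts below the cause was not tested, except where stated.

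With total counts in place of TMM, the number of peaks with a pair interaction became PL 16509 (from 8065), PH 4004 (from 1856), LH 11987 (from 5833), PcG 6634 (from 3902), ScG 32623 (from 17259) and ZcG 8645 (from 2980). The number with a triplet interaction became PLH 3971 (from 936), PScG 7373 (from 2394) and ZScG 7154 (from 2259). Of the triplets against their pairs, the counts became PLH against PL 3 (from 1), PScG against ScG 11241 (from 5417) and ZScG against ZS 296 (from 70). Total counts include a peak on chromosome 1 that holds 13.2% to 28.0% of counts, so they differ from TMM by construction. The share of this peak rose with the mitochondrial share, so scaling by total counts carries a difference between the high and the low set.

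Total counts also shifted the median log2 change of all peaks, by up to 0.423 in single ligands, 0.422 in pairs and 0.362 in triplets, and by down to -0.626 in pair interactions and up to 0.527 in triplet interactions. Directions are therefore relative to TMM. The share of changed peaks that were higher became, for stimulations, P 87.1% (from 54%), L 88.8% (from 50.4%), H 91.7% (from 48.8%), S 81.1% (from 50.6%), cG 81.1% (from 50.1%), PL 79% (from 50.5%), PH 82.7% (from 51.5%), LH 83.7% (from 52%), PS 81.6% (from 51.6%), PcG 82.4% (from 51%), ZS 68.6% (from 50.7%), PLH 80.4% (from 50.3%) and PScG 76% (from 51.3%). For pair interactions it became PL 4.26% (from 38.1%), PH 3.6% (from 30.3%), LH 3.63% (from 46.3%), PS 7.73% (from 36.7%), PcG 9.38% (from 33.4%), ScG 7.19% (from 47.9%), ZS 11.4% (from 24.1%) and ZcG 3.39% (from 30.2%), and for triplet interactions PLH 97.9% (from 65.2%), PScG 95.5% (from 51.3%) and ZScG 96.7% (from 51.5%). For triplets against pairs it became PLH against PL 66.7% (from 100%), PLH against PH 77.6% (from 63.9%), PLH against LH 82.4% (from 62.9%), PScG against PcG 27.6% (from 49%), PScG against ScG 95.7% (from 46.6%), ZScG against ZS 3.04% (from 24.3%) and ZScG against ZcG 71.4% (from 34%).

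With offsets that depend on abundance, the count for ZScG against ZcG became 2026 (from 3333) and that for PLH against PL became 0 (from 1). In the TMM fit, PLH against PL had 6075 peaks at an unadjusted p under 0.05 by edgeR, close to the number that no change would give. The share higher became PLH against LH 73.4% (from 62.9%), PScG against ScG 59.4% (from 46.6%), ZScG against ZS 41.6% (from 24.3%), ZScG against ZcG 61.2% (from 34%) and ZScG against ScG 65.2% (from 42%). Without the most counted peaks it became PLH against PH 52.3% (from 63.9%). The DESeq2 Wald test gave PLH against PL 0 (from 1), PLH against PH 454 (from 296) and ZScG against ZS 115 (from 70), and its share higher became PLH interaction 51.9% (from 65.2%), PLH against PH 43.4% (from 63.9%) and ZScG against ZS 35.7% (from 24.3%).

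With libraries thinned to the smallest effective size, the number of pair interactions became PH 987 (from 1856), LH 3383 (from 5833), PS 3219 (from 5478) and PcG 2417 (from 3902), that of triplet interactions PLH 369 (from 936) and PScG 1216 (from 2394), and those of triplets against pairs PLH against PH 114 (from 296), PLH against LH 258 (from 652), PScG against PS 265 (from 719), PScG against PcG 190 (from 492) and ZScG against ZS 43 (from 70). Fewer counts give fewer calls by construction, so depth limits the interaction counts. Fits on the groups of the contrast alone gave pair interactions for ZcG 1479 (from 2980), triplet interactions for ZScG 1475 (from 2259), and for triplets against pairs PLH against PL 23 (from 1), PLH against PH 778 (from 296), PLH against LH 1082 (from 652), PScG against PS 1526 (from 719), PScG against PcG 1537 (from 492), ZScG against ZS 30 (from 70), ZScG against ZcG 1817 (from 3333) and ZScG against ScG 613 (from 922). The share higher in these fits became PLH against PL 52.2% (from 100%), PLH against PH 50.4% (from 63.9%), PScG against PcG 62.9% (from 49%), ZScG against ZS 90% (from 24.3%) and ZScG against ScG 70.3% (from 42%).

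The replicate numbers did not pair the libraries: over 153 pairs of groups, the deviations of same-numbered libraries correlated with r from -0.04 to 0.03. With the replicate block, the count for PLH against PL became 0 (from 1), the other 36 counts stayed within 1.5 times, and no gene list call changed. Leaving out either replicate gives no test. Of the called peaks, 99.7% to 100% kept their sign in each family, which follows in part from choosing them on the same libraries.

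Prediction errors kept their order across prior counts, DESeq2 size factors and all tested peaks. At a prior count of 0.5 they were for PLH 2.08 by the sum of singles, 1.21 by the pair formula and 0.366 by the mean of pairs, for PScG 2.08 by the sum of singles, 1.26 by the pair formula and 0.433 by the mean of pairs and for ZScG 2.12 by the sum of singles, 1.38 by the pair formula and 0.524 by the mean of pairs. At a prior count of 5 they were for PLH 1.43 by the sum of singles, 0.856 by the pair formula and 0.282 by the mean of pairs, for PScG 1.45 by the sum of singles, 0.892 by the pair formula and 0.327 by the mean of pairs and for ZScG 1.49 by the sum of singles, 0.957 by the pair formula and 0.378 by the mean of pairs. Over all tested peaks they were for PLH 1.33 by the sum of singles, 0.996 by the pair formula and 0.368 by the mean of pairs, for PScG 1.42 by the sum of singles and 1.01 by the pair formula and for ZScG 1.44 by the sum of singles and 0.473 by the mean of pairs.

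Across the 2 fits that each left out one replicate, the error was 1.8 to 1.99 for PLH by the sum of singles, 1.25 to 1.26 for PLH by the pair formula, 0.415 to 0.44 for PLH by the mean of pairs, 1.86 to 2.01 for PScG by the sum of singles, 1.29 to 1.34 for PScG by the pair formula, 0.467 to 0.507 for PScG by the mean of pairs, 1.93 to 2.04 for ZScG by the sum of singles, 1.41 to 1.49 for ZScG by the pair formula and 0.575 to 0.598 for ZScG by the mean of pairs, higher because single libraries carry more noise.

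The product form on linear folds turned the pair formula around. The error became 2.72 for PLH, 3.11 for PScG and 2.97 for ZScG. In that order, r became -0.142, -0.125 and -0.0884, and the reproducible squared change accounted for was -231%, -265% and -295%. Predictions of this form can fall below 0. Those below the lowest observed triplet fold were set to that fold. How many peaks this touched was not counted, so how much of the turn comes from this floor stays open.

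At a prior count of 5, mean reproducible variance became 0.492 for pairs, 0.206 for pair interactions, 0.316 for singles, 0.622 for triplets and 0.197 for triplet interactions, since a larger prior shrinks fold changes.

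For positions within 5 kb of a gene end, the odds ratio of peaks lower in PScG was 1.02 (from 1.61; adjusted p-value by Fisher's exact test 0.176), that of peaks higher in ZScG 1.09 (from 0.979) and that of peaks lower in ZScG 0.797 (from 1.02). Against peaks matched on mean CPM, these were 0.929, 0.896 and 0.594. The odds ratio of peaks lower in PLH kept its direction and fell from 2.24 to 1.31 within 5 kb and to 1.10 against matched peaks, of which 22.7% lay near a gene end against 24.3%. The position of lower peaks in all 3 triplets, and of higher peaks in ZScG, therefore depends on the distance and background.

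Uncalled log2 fold changes of named peaks crossed 0 with total counts (at the Il12b peak 0.25 in P, 0.21 in L, 0.18 in S, 0.0586 in cG and 0.11 in PLH) and with thinning (at the Ifnb1 peak -0.11 in L). Across the 2 fits that each left out one replicate, uncalled fold changes that crossed 0 ran at the Il12b peak from -0.44 to 0.27 in P, -0.46 to 0.0459 in L, -0.10 to 0.43 in H, -0.26 to 0.03 in Z, -0.0137 to 0.32 in PScG and -0.39 to 0.0546 in ZScG, at the Il6 peak from -0.0271 to 0.78 in Z and at the Ifnb1 peak from -0.84 to 0.98 in L, -0.16 to 0.46 in H, -0.69 to 0.18 in Z and -0.38 to 0.81 in PLH. The call of the Ifnb1 peak in P was lost with total counts, thinning, the DESeq2 Wald test and fits on the contrast alone (adjusted p-values from edgeR or DESeq2 0.201, 0.214, 0.0613 and 0.167). The Cxcl10 peak in P was called with DESeq2 size factors, total counts and abundance offsets, its adjusted p-value from edgeR then 0.0478, 5.94e-05 and 0.00173.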

Other observations

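The tests in this part were chosen after the results were seen.

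Pair interactions ran against the sum of the single ligands. The slope of the interaction on that sum was negative for all 8 pairs, from -0.465 in ScG to -0.295 in PcG. It was taken across replicates, so that no library is on both sides. For the triplets, the slope of the triplet interaction on the sum of its 3 pair interactions, taken the same way, was -0.329 to -0.309. A candidate explanation for the pairs is that ligands with similar single profiles leave less room for a second one to add. The 3 pairs whose single profiles were most alike across replicates (ScG with r 0.539, PL with 0.384 and LH with 0.383) were also the 3 with the steepest slopes. By chance this happens in 1 of 56 choices of 3 among 8 pairs (0.0179), although the pairs share ligands and are not independent. Both measures also hold the control, so this is a hypothesis. Interactions of pairs without a stimulated library in common correlated across replicates with r of 0.094 to 0.259 (median 0.136, 13 combinations), so part of the interaction was common to unrelated pairs, and a shared response and a shared control group are both open.

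Adding cG to S changed 692 peaks, whereas cG alone changed 27801. Adding S to cG changed 5900 peaks, S alone 33341. Both additions compare ScG of the high set with groups of the low set. Within the low set, adding cG to PS changed 719 peaks and adding S to PcG changed 492. No biological explanation was tested.

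The mitochondrial share is not the cause of the changes against control as a whole. ZcG, with the highest share and in one set with control, had 25810 changed peaks, more than the lowest count in the low set (12743, H). Z had the fewest changed peaks of the single ligands, and unequal depth is unlikely to be the cause. After thinning it had 5730, still the fewest by more than 1.5 times. Z is also the only single ligand in the high set with control. An offset between the sets could add calls to the other single ligands, so the set stays open as a cause of this rank.

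The share of nuclear counts near gene ends was lower in the 7 stimulations that hold P (38.1% to 39.8%) than in the 10 others (38.8% to 42.9%). The difference of means was -2.31 percentage points (exact permutation test, two-sided p 0.00103). Among the 13 stimulations with a low mitochondrial share, 7 against 6, it was -1.88 (exact permutation p 0.00758), and without ZS, whose libraries lie on both sides of the gap, -1.58 (exact permutation p 0.0152). This argues against the mitochondrial share as the cause. An effect of P and another difference in the handling of these cultures stay open.

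A peak at chromosome 1, 24611386 to 24616337, held 13.2% to 28.0% of all counts outside the mitochondrial peak. Its share rose with the mitochondrial share. Both were lowest in the second L library (13.24% and 44.143%) and highest in the second ZcG library (28.01% and 63.063%). Whether the counts of this peak all come from nuclear DNA was not tested. On chromosome Y, 1 of 49 peaks (90761948 to 90792810) held 81.2% of the counts of that chromosome.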
